A study of Mus musculus with 4 samples. Its data were reported in "Zfp322a Regulates Mouse ES Cell Pluripotency and Enhances Reprogramming Efficiency" (2014).

How the data were processed

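Total RNA of 4 samples of E14 mouse ES cells was hybridised to Affymetrix Mouse Genome MG430 2.0 arrays, 1 colour, with 1 array per sample: 2 samples of control RNAi and 2 of Zfp322a RNAi. The authors processed the scanned arrays with RMA, which subtracts background, normalizes quantiles between arrays and summarises the probes of each probe set; the RMA version is not given in the sources used here. The deposited values are on the log2 scale, given to 2 decimals, for 45037 probe sets, and were used as deposited; the scanned images or probe intensities were not used here. The table of values states neither scale nor centring; the log2 scale was read from the range, 2.62 to 14.6, and the array medians were 6.11, 6.10, 6.07 and 6.08. Each column is an absolute level of 1 array, so that no ratio direction is open. Because RMA makes the quantiles of the arrays alike, a change of all genes in one direction would not appear in these values. The labels give the puromycin selection as 3 days, whereas the study's methods describe a longer one for the array samples; the value of the labels is used.

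Groups and replicate numbers were taken from the sample titles. Probe sets were named through the platform annotation: 34945 had 1 gene symbol, 932 had several and 9160 had none, and only the first were used. Symbols were updated through the Entrez ID in the RefSeq gene table of assembly GRCm38.p6, which matched 34741 of these probe sets and was used for names only; no genome build is given for the arrays, and no coordinates are reported. Each of 18193 genes was represented by its probe set with the highest mean over the 4 arrays (9010 genes had more than 1), and no gene was left out for low signal. Gapdh had no probe set with that single symbol and is not reported. A comparison of 3' and 5' control probe sets as a sign of RNA quality was planned but was not analysed here, since the table used holds 0 control probe sets.

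The comparison of Zfp322a RNAi with control RNAi used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, group as the single term, 2 residual degrees of freedom, two-sided), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The median standard error of a log2 change was 0.08. Every adjusted p of a gene comes from this model; an exact permutation test of 1 gene could not go below 0.333 with 2 arrays against 2. The 1.5-fold rule of the study's methods was applied to differences of mean log2 values without a test. Gene lists were tested with camera (limma) at a preset inter-gene correlation of 0.01, with adjustment over 32 lists fixed before the data were examined: pluripotency network, LIF and STAT3 signalling, endoderm, mesoderm and primitive streak, trophectoderm, primed epiblast, neural and ectoderm, MAPK cascade components, ERK-responsive genes and feedback inhibitors, Wnt pathway, p53 targets, apoptosis machinery, BAF, NuRD, INO80 and SWI/SNF-related remodellers, Polycomb and DNA methylation, histone lysine methyltransferases and demethylases, pre-mRNA splicing and hnRNP factors, cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis, G1/S and DNA replication, G2/M and mitosis, interferon response, unfolded protein and integrated stress response, heat shock and chaperones, fibroblast and feeder cell markers, 2-cell-like state, germline genes, extracellular matrix and cytoskeleton of spread cells, epithelial identity, imprinted genes, housekeeping genes and genes beside the highest Zfp322a ChIP-seq peaks. A symbol that is no longer current was matched through its synonyms. camera with an estimated correlation and fry were run as alternatives, and members were also counted with adjustment over the list alone. Further lists (HIF targets outside glycolysis, NRF2 targets other than Hmox1 and Slc7a11, proteasome subunits, BMP and SMAD targets other than Id2 and Id3, cholesterol biosynthesis) were written after the main results were seen but before the values of their members were looked at, and are reported in the closing section; some members, Msx2, Dusp9 and Kdm3a among them, also belong to the main lists, whose counts had been seen. The genes named are Zfp322a, the genes that the study measured by qPCR, Actb, the 10 largest rises and 10 largest falls among genes past the adjusted p whose arrays do not overlap (clone names passed over), and in each list members with the lowest p or past the adjusted p; genes named otherwise are said to be so.

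The procedure was tested on simulated data with means and spreads based on the real data, in which 200 of 18193 genes were changed. Of genes changed 1.5-fold 49.3% were recovered, of those changed 2-fold 92.5% and of those changed 4-fold 100%, with 6 false calls. In a denser simulation with 4548 changed genes, 44.7% of these were recovered, and 2.45% of calls were unchanged genes. In 20 simulations without any change, camera called 0 lists, though simulated genes vary independently. The alternatives were array centring, quantile normalization, a filter on dim genes, other rules for probe sets, a variance trend, the replicate number as a block, each array left out in turn, other thresholds and other list tests; the closing section gives their effect.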

Results

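RNA was measured in E14 cells, a mouse embryonic stem (mES) cell line that was grown here with serum and leukaemia inhibitory factor (LIF). The series held 4 Affymetrix arrays, 2 of cells carrying an shRNA plasmid against Zfp322a (Zfp322a RNAi) and 2 of cells carrying the pSuper.puro vector (control RNAi). Zfp322a encodes a zinc finger protein, and the comparison asks which genes responded when its mRNA was lowered. All 4 samples were selected with puromycin for 3 days per the labels. The arrays had medians between 6.07 and 6.11 on the log2 scale. The Pearson correlation over 45037 probe sets was 0.998 between the control arrays, 0.998 between the knock-down arrays, and 0.989 to 0.990 across the groups. Changes below are log2 differences of Zfp322a RNAi minus control RNAi, given with the standard error from limma where a second number follows (n = 2 arrays per group). The number of arrays limits the precision, and the labels do not say whether the 2 samples of a group came from separate cultures, so that the p-values measure the spread between these samples, which can be technical.

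The targeted gene was examined first. The probe set used for Zfp322a gave log2 values of 8.75 and 8.84 on the control arrays and 7.53 and 7.13 on the knock-down arrays. The mean went from 8.79 ± 0.06 to 7.33 ± 0.28 (SD, n = 2), which left 36.2% of the control level (change -1.47 ± 0.14, adjusted p = 0.00158 with limma). A further probe set for Zfp322a fell by 1.87 on the log2 scale and left 27.4% (adjusted p = 9.35e-04 with limma over all probe sets). Without any 1 of the 4 arrays the fall lay between -1.67 and -1.26 but did not pass the test (limma, adjusted p between 0.0793 and 0.113).

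Depletion of Zfp322a went with a broad change in gene expression. The largest rises were those of Id2, an inhibitor of basic helix-loop-helix factors (3.16 ± 0.10, 8.94-fold), the inducible heat shock gene Hspa1a (3.12 ± 0.07, 8.69-fold) and the phosphatase gene Cdc14a (2.96 ± 0.08, 7.75-fold). They were followed by the haem oxygenase gene Hmox1 (2.45 ± 0.08), Id3 (2.39 ± 0.07), Efr3b (2.31 ± 0.08), Rbm46 (2.31 ± 0.13), Hspa1b (2.31 ± 0.08), Ttn (2.23 ± 0.08) and the stress-induced transcription factor gene Ddit3 (2.20 ± 0.07). The largest falls were those of Aldoc, which encodes a glycolytic aldolase (-1.82 ± 0.10, control over knock-down 3.53-fold), the homeobox gene Crxos (-1.73 ± 0.08), Ablim1 (-1.67 ± 0.09) and the hypoxia-inducible mitophagy gene Bnip3 (-1.56 ± 0.08). They were followed by Aire (-1.55 ± 0.07), Prelid2 (-1.55 ± 0.07), Bst2 (-1.55 ± 0.10), Tgm2 (-1.54 ± 0.07) and Liph (-1.52 ± 0.07) and the glycogen phosphorylase gene Pygl (-1.49 ± 0.09). For these 20 genes the adjusted p lay between 1.93e-04 and 9.51e-04 with limma, and both knock-down arrays lay beyond both control arrays. Hspa1a and Hspa1b are near-identical copies, so that their probe sets can share signal and their separate values are uncertain. For Cdc14a, Efr3b, Aldoc and Prelid2, no other probe set of the gene passed the test, and for Ttn, Ablim1 and Tgm2 some dimmer ones did not.

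In all, 5163 of 18193 genes (28.4%) passed an adjusted p of 0.05 with limma, 2545 higher and 2618 lower in Zfp322a RNAi cells. At the 1.5-fold rule of the study's methods, which uses no test, 919 genes were up-regulated and 582 down-regulated, and 1494 of these 1501 also passed limma (915 higher, 579 lower). Rises outnumbered falls further at 2-fold with limma's adjusted p, at 213 against 74 genes. The arrays of the groups did not overlap for 62.6% of genes, where chance gives 33.3% for 2 arrays against 2. Without any 1 array, 0 genes passed the adjusted p with limma, and 5147 to 5768 genes had an unadjusted p under 0.05. Of the 922 genes past both thresholds that had a second probe set, the next brightest one passed limma in the same direction for 461, in the opposite direction for 13, and did not pass for 448. Among the called genes named in this text, 11 (Hmgcs1, Ocln, Pbrm1, Rasa1, Rest, Sdha, Smad7, Srsf6, Tbx3, Tet1 and Thbs1) had another probe set within 0.5 log2 units of the brightness of the one used (a bound chosen after the values were seen) that did not pass or passed the other way, so that their changes are uncertain. With the mean of all probe sets of a gene, 56 of 198 called genes named here moved by over 1.5 times, 55 of them toward 0. The calls of Bcl2l1, Cflar, Fgfr2, Il6st, Lifr, Ocln, Pdgfra, Rasa1, Rps6, Sox7 and Tbp ended at that setting. So did those of Smc2 and Srsf6, whose direction turned. The calls of Fgfr2, Sdha, Smad7, Tbx3 and Zc3h7a ended with probe sets open to cross-hybridization left out, and that of Lama1 with array centring.

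**Figure D1:**
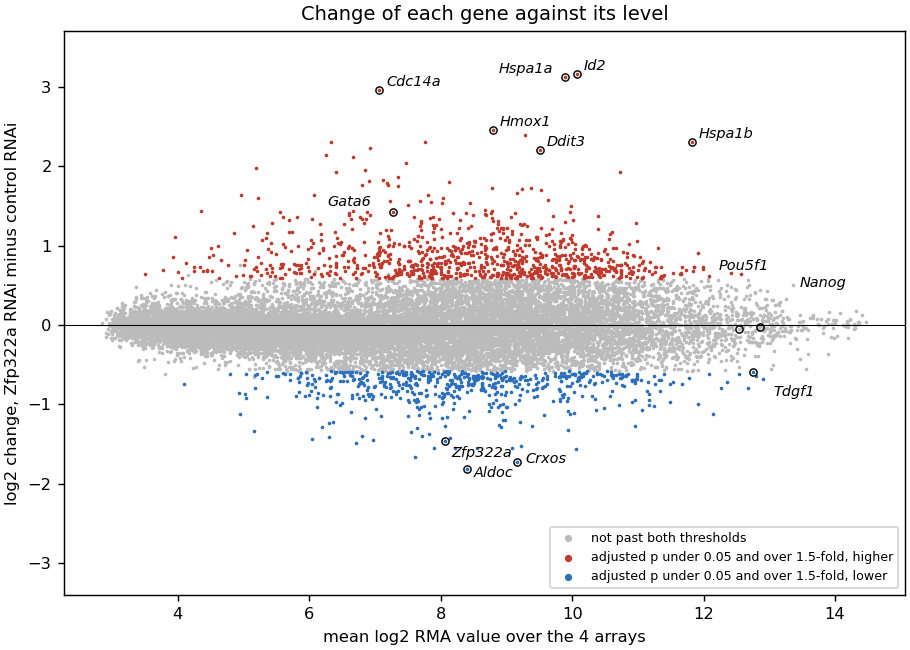
Each point is 1 of 18193 genes, with its mean log2 RMA value over the 4 arrays on the x axis and its log2 change (Zfp322a RNAi minus control RNAi) on the y axis. Red points (915 genes) and blue points (579 genes) passed both an adjusted p of 0.05 with limma and a 1.5-fold change, and circles mark named genes, from Id2 at 3.16 to Aldoc at -1.82.

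The study asks whether Zfp322a maintains pluripotency, and it measured core pluripotency and lineage genes by qPCR. No difference was detected on the arrays for the core pluripotency genes Pou5f1 (-0.06 ± 0.07), Nanog (-0.03 ± 0.08), Sox2 (0.01 ± 0.10) and Zfp42 (0.06 ± 0.07), with adjusted p between 0.589 and 0.930 with limma. The 95% confidence interval of the change ran from -0.22 to 0.11 for Pou5f1 and from -0.21 to 0.16 for Nanog. Other genes of the pluripotency network fell, among them Tfcp2l1 (-0.88 ± 0.07), Klf5 (-0.72 ± 0.07), Tbx3 (-0.69 ± 0.07) and Utf1 (-0.65 ± 0.08). Tdgf1 (-0.59 ± 0.07), Tcl1 (-0.58 ± 0.07) and Esrrb (-0.41 ± 0.07) fell as well, while Nr0b1 (0.99 ± 0.08), Dppa2 (0.58 ± 0.07), Klf2 (0.52 ± 0.07) and Tet1 (0.45 ± 0.07) rose. For these 11 genes limma gave an adjusted p between 0.00113 and 0.00782. Of 37 pluripotency network genes measured, 7 rose, 13 fell and 17 did not pass the test (7 higher and 14 lower adjusted over the list alone). For pluripotency network genes, camera gave an adjusted p of 0.254. Rest fell by 0.83 on the log2 scale on the probe set used, but a probe set of nearly the same brightness did not pass the test. The direction of Tet1 turned with the mean of all its probe sets (-0.28), and Tbx3 lay at 0.01 once probe sets open to cross-hybridization were left out.

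The endodermal regulators, which the study had examined by qPCR, were higher on the arrays. Gata6 rose 2.68-fold (1.42 ± 0.08, adjusted p = 7.50e-04 with limma). Foxa2 rose 1.41-fold (0.49 ± 0.09, adjusted p = 0.0125 with limma) and Sox17 1.25-fold (0.33 ± 0.07, adjusted p = 0.0240 with limma). Of 2 dimmer probe sets of Gata6, 1 rose 1.84-fold and the other did not pass the test (-0.24), and with the mean of all probe sets the change of Gata6 was 0.69. A dimmer probe set of Sox17 rose further, 2.37-fold (adjusted p = 0.00269 with limma over all probe sets). No difference was detected for the trophectoderm regulator Cdx2 (-0.01 ± 0.09), Fgf5 (0.04 ± 0.08), Hand1 (-0.03 ± 0.15) or Nkx2-5 (0.04 ± 0.07) (adjusted p between 0.770 and 0.948 with limma). The mean log2 values of these 4 genes in control cells were 5.28, 5.24, 6.46 and 6.88, where the array medians lay near 6.11. No difference was detected for the reference gene Actb either (-0.16 ± 0.07, adjusted p = 0.151 with limma), but it passed with dim genes left out (0.0471) and with a variance trend (0.0109).

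**Figure D2:**
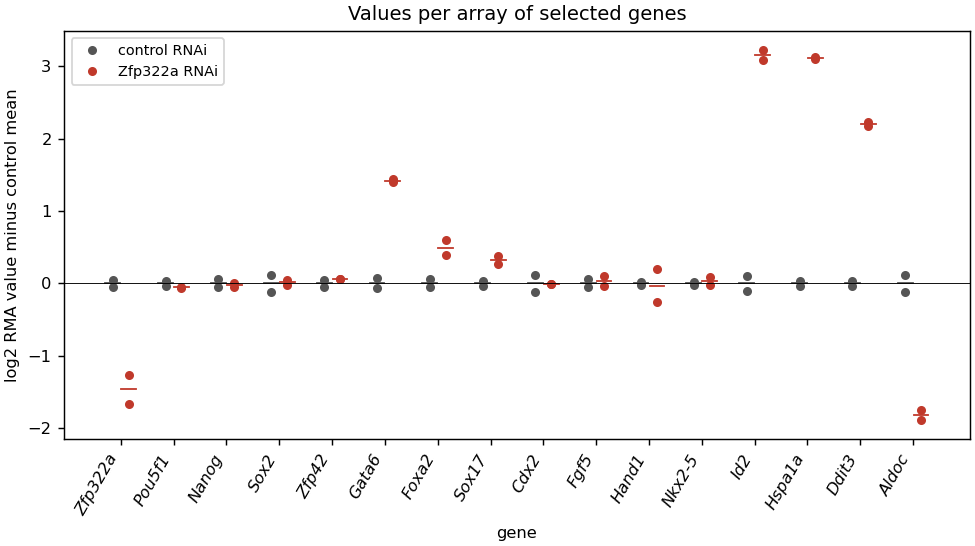
Log2 RMA value of each array minus the mean of the 2 control arrays (y axis) for 16 genes (x axis). Grey points are control RNAi arrays, red points Zfp322a RNAi arrays and short lines group means: Zfp322a lies at -1.47, Pou5f1, Nanog, Sox2 and Zfp42 lie between -0.06 and 0.06, and Gata6 lies at 1.42.

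Among gene lists fixed before the data were examined, endoderm genes were higher after depletion. Foxa1 (1.78 ± 0.11), Gata6 (1.42 ± 0.08), Srgn (0.79 ± 0.10), Pdgfra (0.73 ± 0.10) and Sox7 (0.70 ± 0.16) led the rises, and the basement membrane gene Lama1 (-0.34 ± 0.09) fell. Without control replicate 2 the change of Lama1 was -0.22, and without knock-down replicate 1 that of Sox7 was 0.46. Of 26 endoderm genes measured, 11 rose, 1 fell and 14 did not pass the test (11 higher and 2 lower adjusted over the list alone). For endoderm genes, camera gave an adjusted p of 0.0382, adjusted p = 0.40 with an estimated correlation. The endoderm call ended without control replicate 1 (camera adjusted p = 0.185), control replicate 2 (0.0745) or knock-down replicate 1 (0.0737). It also ended with genes under the median level left out (0.577), the mean of all probe sets of a gene (0.0799), probe sets open to cross-hybridization left out (0.0962) or replicate blocks (0.0571).

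Genes of other lineages went both ways. In the mesoderm and primitive streak list Msx2 (1.33 ± 0.12) and Snai1 (0.53 ± 0.08) rose, and Bmp4 (-1.03 ± 0.07) and Eomes (-0.90 ± 0.07) fell. Of 25 mesoderm and primitive streak genes measured, 2 rose, 2 fell and 21 did not pass the test (2 higher and 2 lower adjusted over the list alone). For mesoderm and primitive streak genes, camera gave an adjusted p of 0.587. In the trophectoderm list Id2 (3.16 ± 0.10), Gata3 (1.09 ± 0.21) and Fgfr2 (0.34 ± 0.07) rose, while the keratin genes Krt18 (-0.92 ± 0.07), Krt8 (-0.69 ± 0.07) and Krt7 (-0.56 ± 0.14) and Tead4 (-0.50 ± 0.10) fell. The change of Krt7 was -0.35 without control replicate 2. Of 23 trophectoderm genes measured, 3 rose, 7 fell and 13 did not pass the test (4 higher and 8 lower adjusted over the list alone). For trophectoderm genes, camera gave an adjusted p of 0.389. Among primed epiblast genes, the N-cadherin gene Cdh2 (1.81 ± 0.13), Zic2 (1.36 ± 0.23) and Sox3 (0.83 ± 0.08) rose, and Grhl2 (-0.61 ± 0.12) and Cldn6 (-0.52 ± 0.08) fell. Of 17 primed epiblast genes measured, 6 rose, 3 fell and 8 did not pass the test (7 higher and 3 lower adjusted over the list alone). For primed epiblast genes, camera gave an adjusted p of 0.113. Rises of neural genes were led by Meis2 (0.99 ± 0.13), Sox11 (0.72 ± 0.11), Zic1 (0.68 ± 0.10) and Tubb3 (0.66 ± 0.08). Of 24 neural and ectoderm genes measured, 6 rose, 1 fell and 17 did not pass the test (6 higher and 1 lower adjusted over the list alone). For neural and ectoderm genes, camera gave an adjusted p of 0.389.

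Signalling genes were examined because the study links Zfp322a to the MAPK and Wnt pathways. For the MAPK link the study also reported more phosphorylated ERK at an unaffected total ERK level, which mRNA arrays do not measure. Genes of LIF and STAT3 signalling, which sustains mES cells in culture, were lower. The STAT3 targets Pim1 (-0.83 ± 0.07), Bcl3 (-0.77 ± 0.07), Socs3 (-0.56 ± 0.07) and Pim3 (-0.51 ± 0.07) and the receptor gene Il6st (-0.34 ± 0.07) fell, while Lifr (0.49 ± 0.07) and Gbx2 (0.33 ± 0.09) rose. Of 17 LIF and STAT3 genes measured, 2 rose, 8 fell and 7 did not pass the test (2 higher and 9 lower adjusted over the list alone). For LIF and STAT3 genes, camera gave an adjusted p of 0.0405, adjusted p = 0.497 with an estimated correlation. That call ended without any 1 array (camera adjusted p between 0.0669 and 0.0851), with the mean of all probe sets (0.0532) and with replicate blocks (0.0748). MAPK cascade components rose, as did Taok1 (0.73 ± 0.08), Rasa1 (0.69 ± 0.07) and Sos2 (0.67 ± 0.12), about as often as they fell, as did Rras (-0.89 ± 0.07), Pdgfrb (-0.87 ± 0.08), Mapk13 (-0.84 ± 0.10) and Rasgrp2 (-0.81 ± 0.07). A dimmer probe set of Taok1 fell (-0.58). Of 70 MAPK cascade components measured, 17 rose, 18 fell and 35 did not pass the test (20 higher and 18 lower adjusted over the list alone). For MAPK cascade components, camera gave an adjusted p of 0.818. ERK-responsive genes were higher as a list, with rises of Myc (1.12 ± 0.09), Dusp9 (1.06 ± 0.07), Ccnd2 (1.04 ± 0.10), Jun (0.89 ± 0.10) and Spry2 (0.47 ± 0.07) and falls of Etv4 (-1.04 ± 0.07) and Ier3 (-1.04 ± 0.07). Of 35 ERK-responsive genes measured, 8 rose, 2 fell and 25 did not pass the test (8 higher and 2 lower adjusted over the list alone). For ERK-responsive genes, camera gave an adjusted p of 0.0177, adjusted p = 0.40 with an estimated correlation. The ERK call ended without knock-down replicate 1 (camera adjusted p = 0.0594) and with genes under the median level left out (0.438). Direct ERK readouts that were singled out after their values were seen, Dusp6 (-0.05 ± 0.07), Spry4 (-0.04 ± 0.13) and Egr1 (-0.08 ± 0.08), did not pass the test. In the Wnt pathway, Wls (1.93 ± 0.07) and Porcn (0.99 ± 0.10), both needed for secretion of Wnt ligands, and Znrf3 (0.76 ± 0.08) rose, while Csnk1e (-0.91 ± 0.07) and Dvl1 (-0.43 ± 0.08) fell. Of 52 Wnt pathway genes measured, 12 rose, 6 fell and 34 did not pass the test (12 higher and 7 lower adjusted over the list alone). For Wnt pathway genes, camera gave an adjusted p of 0.386.

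Stress-response genes were up-regulated in Zfp322a RNAi cells. Ddit3 (2.20 ± 0.07), Herpud1 (1.72 ± 0.08), Nupr1 (1.42 ± 0.07), Chac1 (1.20 ± 0.10) and Trib3 (0.74 ± 0.09), which respond to unfolded protein or to the integrated stress pathway, rose. The endoplasmic reticulum chaperone gene Hspa5 (0.50 ± 0.07) rose as well, whereas Asns (-0.39 ± 0.07), Phgdh (-0.42 ± 0.07) and Shmt2 (-0.46 ± 0.07), amino acid synthesis genes of the same list, fell. Of 33 unfolded protein and integrated stress genes measured, 20 rose, 4 fell and 9 did not pass the test (22 higher and 4 lower adjusted over the list alone). For unfolded protein and integrated stress genes, camera gave an adjusted p of 8.65e-07, adjusted p = 0.40 with an estimated correlation. Among heat shock and chaperone genes, Hsph1 (0.90 ± 0.07), Dnajb4 (0.60 ± 0.07) and Dnajb1 (0.52 ± 0.08) rose beside Hspa1a (3.12) and Hspa1b (2.31). Of 24 heat shock and chaperone genes measured, 9 rose, 0 fell and 15 did not pass the test (10 higher and 1 lower adjusted over the list alone). For heat shock and chaperone genes, camera gave an adjusted p of 0.00105, adjusted p = 0.40 with an estimated correlation. The p53 targets Eda2r (1.42 ± 0.08), Gadd45a (1.23 ± 0.11), Plk2 (0.99 ± 0.07), Pmaip1 (0.71 ± 0.08) and Mdm2 (0.60 ± 0.08) rose, though a dimmer probe set of Mdm2 fell (-0.38). Of 26 p53 targets measured, 13 rose, 0 fell and 13 did not pass the test (14 higher and 0 lower adjusted over the list alone). For p53 targets, camera gave an adjusted p of 5.81e-07, adjusted p = 0.40 with an estimated correlation. The apoptosis machinery showed no shared direction, as Casp2 (0.52 ± 0.07), Xiap (0.48 ± 0.08) and Cflar (0.41 ± 0.08) rose and Bnip3 (-1.56 ± 0.08), Tradd (-0.44 ± 0.07) and Bcl2l1 (-0.38 ± 0.07) fell. Of 36 apoptosis machinery genes measured, 3 rose, 7 fell and 26 did not pass the test (5 higher and 7 lower adjusted over the list alone). For apoptosis machinery genes, camera gave an adjusted p of 0.691.

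Glycolysis genes were down-regulated. Aldoc (-1.82 ± 0.10), Hk1 (-1.20 ± 0.07), Hk2 (-0.97 ± 0.08), Pfkl (-1.01 ± 0.10), Tpi1 (-0.99 ± 0.07), Pkm (-0.74 ± 0.08) and Ldha (-0.62 ± 0.08), which cover steps from glucose to lactate, fell. So did Pdk1 (-1.27 ± 0.12), a kinase gene whose product restrains pyruvate entry into mitochondrial oxidation. For these 8 genes limma gave an adjusted p between 7.88e-04 and 0.00320, and the median change of the list was -0.68. Of 20 glycolysis genes measured, 0 rose, 15 fell and 5 did not pass the test (1 higher and 15 lower adjusted over the list alone). For glycolysis genes, camera gave an adjusted p of 5.81e-07, adjusted p = 0.40 with an estimated correlation. Oxidative phosphorylation genes were also lower, by smaller amounts, led by Atp5k (-0.67 ± 0.07), Ndufv3 (-0.64 ± 0.07), Uqcr11 (-0.53 ± 0.07) and Sdha (-0.48 ± 0.07). Of 69 oxidative phosphorylation genes measured, 0 rose, 16 fell and 53 did not pass the test (0 higher and 15 lower adjusted over the list alone). For oxidative phosphorylation genes, camera gave an adjusted p of 0.00437, adjusted p = 0.661 with an estimated correlation.

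Genes of DNA replication were lower. The polymerase subunit genes Pold2 (-1.08 ± 0.07), Pold1 (-0.61 ± 0.07) and Pola2 (-0.57 ± 0.08), the thymidine kinase gene Tk1 (-0.67 ± 0.07) and the helicase gene Mcm6 (-0.48 ± 0.07) fell, while the cyclin gene Ccne2 (1.16 ± 0.11) rose. Of 42 G1/S and DNA replication genes measured, 3 rose, 19 fell and 20 did not pass the test (3 higher and 20 lower adjusted over the list alone). For G1/S and DNA replication genes, camera gave an adjusted p of 0.0157, adjusted p = 0.661 with an estimated correlation. That call ended without knock-down replicate 2 (camera adjusted p = 0.0653). In the G2/M list the securin gene Pttg1 (-0.80 ± 0.07) and Ncapd2 (-0.47 ± 0.07) fell, and Smc2 (0.43 ± 0.07), Ect2 (0.47 ± 0.13) and Cdk1 (0.33 ± 0.08) rose. The direction of Smc2 turned with the mean of all its probe sets to -0.039, and a dimmer probe set fell by 0.325. Of 39 G2/M and mitosis genes measured, 4 rose, 5 fell and 30 did not pass the test (3 higher and 5 lower adjusted over the list alone). For G2/M and mitosis genes, camera gave an adjusted p of 0.812.

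Chromatin regulators changed in both directions. The Polycomb genes Bmi1 (1.71 ± 0.11) and Rnf2 (0.80 ± 0.07) rose and Cbx2 (-0.72 ± 0.08) fell. The histone demethylase genes Kdm6a (1.08 ± 0.10), Kdm4c (1.07 ± 0.08) and Kdm3a (0.97 ± 0.07) rose, and the remodeller subunit genes Smarcd3 (-1.02 ± 0.10) and Smarcc2 (-0.52 ± 0.10) fell while Pbrm1 (0.69 ± 0.07) and, by 2-fold, Smarca1 rose. Of 34 Polycomb and DNA methylation genes measured, 9 rose, 8 fell and 17 did not pass the test (10 higher and 9 lower adjusted over the list alone). For Polycomb and DNA methylation genes, camera gave an adjusted p of 0.691. Of 36 histone lysine methyltransferase and demethylase genes measured, 10 rose, 6 fell and 20 did not pass the test (11 higher and 7 lower adjusted over the list alone). For histone lysine methyltransferase and demethylase genes, camera gave an adjusted p of 0.281. Of 48 chromatin remodeller genes measured, 10 rose, 13 fell and 25 did not pass the test (10 higher and 16 lower adjusted over the list alone). For chromatin remodeller genes, camera gave an adjusted p of 0.569. In RNA processing, the splicing kinase genes Clk4 (1.23 ± 0.07) and Clk1 (0.73 ± 0.07), Srsf6 (0.73 ± 0.07) and Hnrnph1 (0.70 ± 0.07) rose, and Prpf31 (-0.55 ± 0.08) fell. The direction of Srsf6 turned with the mean of all its probe sets to -0.0187, and 2 dimmer probe sets fell by 0.295 and 0.355. Of 55 splicing and hnRNP factor genes measured, 12 rose, 5 fell and 38 did not pass the test (13 higher and 5 lower adjusted over the list alone). For splicing and hnRNP factor genes, camera gave an adjusted p of 0.0766. This list passed with probe sets open to cross-hybridization left out (camera adjusted p = 0.0411) and at no other camera setting run. Cytosolic ribosomal protein genes were nearly level, with rises of Rps25 (0.45 ± 0.08), Rpl12 (0.36 ± 0.07) and Rps6 (0.32 ± 0.08). Of 39 ribosomal protein genes measured (72 were listed), 3 rose, 0 fell and 36 did not pass the test (2 higher and 0 lower adjusted over the list alone). For ribosomal protein genes, camera gave an adjusted p of 0.209.

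Epithelial genes were lower after depletion. The claudin genes Cldn7 (-1.10 ± 0.09) and Cldn4 (-1.04 ± 0.07), the keratin genes Krt18 (-0.92 ± 0.07) and Krt8 (-0.69 ± 0.07) and Epcam (-0.34 ± 0.07) fell, and Ocln (0.54 ± 0.10) rose. Of 22 epithelial genes measured, 1 rose, 11 fell and 10 did not pass the test (1 higher and 13 lower adjusted over the list alone). For epithelial genes, camera gave an adjusted p of 0.00437, adjusted p = 0.40 with an estimated correlation. The keratin genes also belong to the trophectoderm list. Among genes of the matrix and cytoskeleton of spread cells, Anxa2 (-1.13 ± 0.08), Cnn2 (-1.09 ± 0.08) and Flna (-0.78 ± 0.07) fell and Ccn2 (0.96 ± 0.07) and Thbs1 (0.62 ± 0.07) rose. Of 34 matrix and cytoskeleton genes measured, 4 rose, 10 fell and 20 did not pass the test (5 higher and 14 lower adjusted over the list alone). For matrix and cytoskeleton genes, camera gave an adjusted p of 0.113. This list passed with genes under the median level left out (camera adjusted p = 0.0304), the mean of all probe sets of a gene (0.00997) and probe sets open to cross-hybridization left out (0.0437). Markers of fibroblasts and feeder cells, another cell type that such a culture can hold, did not move one way, with falls of Mmp2 (-0.99 ± 0.07) and Pdgfrb (-0.87 ± 0.08) and rises of Tgfbi (0.97 ± 0.07) and Col5a2 (0.58 ± 0.07). Of 29 fibroblast and feeder cell markers measured, 4 rose, 6 fell and 19 did not pass the test (4 higher and 6 lower adjusted over the list alone). For fibroblast and feeder cell markers, camera gave an adjusted p of 0.639. Interferon-response genes were lower as a list, with falls of Bst2 (-1.55 ± 0.10), Xaf1 (-1.05 ± 0.07) and Ifi35 (-0.89 ± 0.09) and rises of B2m (0.57 ± 0.08) and Irf9 (0.29 ± 0.08). Of 33 interferon-response genes measured, 2 rose, 9 fell and 22 did not pass the test (2 higher and 10 lower adjusted over the list alone). For interferon-response genes, camera gave an adjusted p of 0.0405, adjusted p = 0.40 with an estimated correlation. That call ended without any 1 array (camera adjusted p between 0.0524 and 0.104), with quantile normalization (0.0802) and with genes under the median level left out (0.110). It ended too with the mean of all probe sets (0.0670), probe sets open to cross-hybridization left out (0.0570) and replicate blocks (0.0524).

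Genes typical of the 2-cell-like state, a rare state in mES cell cultures, were higher. Tcstv3 (0.97 ± 0.08), Sp110 (0.89 ± 0.07) and Zfp352 (0.81 ± 0.07) rose. Of 10 2-cell-like genes measured (25 were listed), 8 rose, 0 fell and 2 did not pass the test (9 higher and 0 lower adjusted over the list alone). For 2-cell-like genes, camera gave an adjusted p of 6.12e-07, adjusted p = 0.40 with an estimated correlation. Several members, Tcstv1 (0.54) and Tcstv3 among them, belong to families of near-identical copies, so that single members are uncertain, and dimmer probe sets of Sp110 did not pass the test. Germline genes were higher as a list, with rises of the meiotic genes Sycp3 (1.17 ± 0.09), Sycp1 (0.89 ± 0.07) and Hormad1 (0.85 ± 0.13) and Dazl (0.73 ± 0.07) and falls of Rhox13 (-1.32 ± 0.07) and, by 2-fold, Mov10l1. Of 24 germline genes measured, 10 rose, 4 fell and 10 did not pass the test (12 higher and 5 lower adjusted over the list alone). For germline genes, camera gave an adjusted p of 0.0405, adjusted p = 0.587 with an estimated correlation. The germline call ended without control replicate 1 (camera adjusted p = 0.101), control replicate 2 (0.0745) or knock-down replicate 1 (0.150), and with arrays centred on their medians (0.0560). It also ended with quantile normalization (0.0528), genes under the median level left out (0.322) and the mean of all probe sets (0.0532). Among imprinted genes, Phlda2 (0.83 ± 0.07) and Grb10 (0.67 ± 0.07) rose, and the noncoding transcripts Meg3 (-1.12 ± 0.08), Mirg (-1.04 ± 0.07) and Rian (-0.93 ± 0.08) fell. Of 23 imprinted genes measured, 6 rose, 5 fell and 12 did not pass the test (7 higher and 6 lower adjusted over the list alone). For imprinted genes, camera gave an adjusted p of 0.691. Among housekeeping genes, B2m (0.57 ± 0.08) and Tbp (0.34 ± 0.08) rose and Pgk1 (-0.68 ± 0.07) and Sdha (-0.48 ± 0.07) fell. Of 14 housekeeping genes measured, 2 rose, 2 fell and 10 did not pass the test (2 higher and 2 lower adjusted over the list alone). For housekeeping genes, camera gave an adjusted p of 0.899.

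Genes that the study's ChIP-seq places beside its highest Zfp322a peaks, a list from another assay, did not move one way. Apart from Zfp322a itself (-1.47), Pgk1 (-0.68 ± 0.07), Ppp1r9a (-0.66 ± 0.07) and Map2k6 (-0.48 ± 0.11) fell, and Zfx (0.65 ± 0.07) and Zc3h7a (0.61 ± 0.08) and the pluripotency gene Sall4 (0.28 ± 0.07) rose. Of 78 peak-associated genes measured, 12 rose, 16 fell and 50 did not pass the test (13 higher and 17 lower adjusted over the list alone). For peak-associated genes, camera gave an adjusted p of 0.347.

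Over the 32 lists, 13 passed an adjusted p of 0.05 with camera at a preset correlation of 0.01, 7 higher and 6 lower, and 0 passed with an estimated correlation, where the lowest adjusted p was 0.40 and 1 list, p53 targets, had an unadjusted p under 0.05. With fry, which asks whether a list moves one way on balance and does not set it against other genes, 19 lists passed in a direction and all 32 passed for change in either direction. In 7 lists that did not pass camera (trophectoderm, neural and ectoderm, MAPK cascade, Wnt pathway, Polycomb and DNA methylation, imprinted and housekeeping genes), the median, the mean and the camera direction differed in sign.

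**Figure D3:**
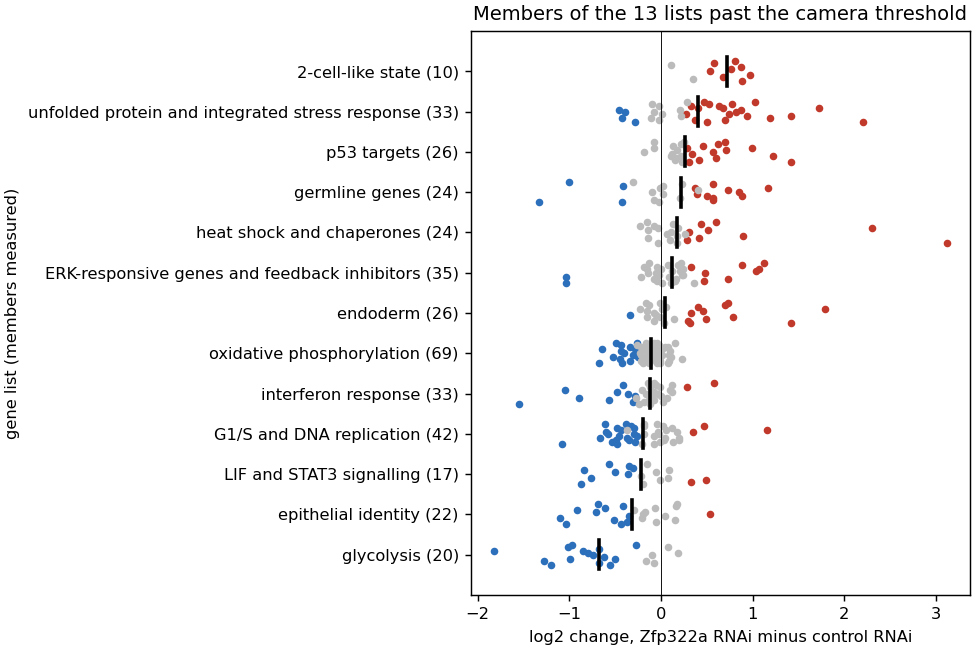
Log2 change (x axis, Zfp322a RNAi minus control RNAi) of each measured member of the 13 lists past the camera threshold (y axis, members measured in parentheses), with red for members that rose, blue for members that fell and grey for those not past an adjusted p of 0.05 with limma. Black lines are list medians, from -0.68 for glycolysis to 0.72 for the 2-cell-like state.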

Values the study reported

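The study reported that 1574 genes rose and 904 genes fell by more than 1.5 fold on these arrays after Zfp322a depletion. On the arrays it gave a reduction of Zfp322a mRNA of about 3-fold. By qPCR it reported increases of 4 fold for Gata6, 8 fold for Foxa2 and 3 fold for Sox17. By the same assay Cdx2 rose 16 fold, and Fgf5, Hand1 and Nkx2.5 rose by 7, 8 and 10 fold. For Pou5f1, Nanog, Sox2 and Zfp42 its qPCR showed lower mRNA after depletion, without a fold value in the text.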

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

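Probe sets that carry no gene symbol in the annotation used, and so entered no comparison above, also differed between the groups: 350 of 9160 passed both an adjusted p of 0.05 with limma and a 1.5-fold change (230 higher, 120 lower in Zfp322a RNAi). That share, 3.82%, compares with 8.09% of probe sets with 1 symbol.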

How the results depend on the processing

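The counts of genes stayed within 1.5 times of those above with array centring, quantile normalization, a filter on dim genes, the mean of all probe sets, probe sets open to cross-hybridization left out and a variance trend (4852 to 6607 genes past an adjusted p of 0.05 with limma, an adjusted p of 0.1 included). The median of all genes moved from -0.04 to -0.01 with centring. The balance of directions depended on the scaling, with 2798 genes higher and 2216 lower past the adjusted p with centring and 2560 higher and 2866 lower with quantile normalization. Counted over all probe sets, 9040 passed the adjusted p, 3294 the 1.5-fold rule and 3246 both, since more features were counted, and a 2-fold rule left 287 genes, by its construction. A count of genes with any probe set past 1.5-fold, chosen after seeing the data, gave 2259 (1447 higher, 835 lower, some genes in both). The replicate block left 2656 genes past the adjusted p with limma (6706 at an unadjusted p under 0.05); same-numbered arrays share only a number, their deviations from the group means correlating at 0.0561 over probe sets in 2 pairs, and the block leaves 1 residual degree of freedom. Without any 1 array, where the lone array of a group is assumed to vary like the other group, the counts past the adjusted p and past both thresholds lay between 0 and 0 with limma, with 5147 to 5768 genes at an unadjusted p under 0.05; the 1.5-fold count lay between 1495 and 1691, the change of Zfp322a between -1.67 and -1.26, and the number of lists past camera between 8 and 10. Of the 198 called genes named here, at most 2 moved by over 1.5 times when any 1 array was left out. This argues against shifts in the size of their changes as what ended the calls of these genes there. What did end them was not tested. With an estimated correlation 0 lists passed camera. For p53 targets, endoderm, ERK-responsive and interferon genes that correlation (-0.031, -0.018, -0.008 and -0.006) lay below the preset 0.01. Their unadjusted camera p rose all the same, from 2.97e-08 to 0.025 for p53 targets. This argues against a higher correlation as what ended these calls. For others, glycolysis (0.118) among them, the estimate lay above 0.01. The cause was not tested further. With fry 19 passed, 12 of them among the 13 above. Germline genes were the exception. The p53, 2-cell-like, integrated stress, heat shock, glycolysis, oxidative phosphorylation and epithelial lists passed camera at every preset-correlation setting run. Of the named genes other than Zfp322a, 211 were followed. None called changed sign in any alternative, with exceptions where other probe sets were read. These were Tet1 (-0.28), Smc2 (-0.039) and Srsf6 (-0.0187) with the mean of all probe sets, and Tbx3 (0.005) with probe sets open to cross-hybridization left out. Fits without an array left aside, 24 calls were lost with the replicate block and 16 over the other settings without a change of sign. The calls of Smc2, Srsf6 and Tbx3 were lost as well, where their sign changed. The call of Actb was gained with dim genes left out and with a variance trend. Signal over background was not given per probe set, so that falls and rises of genes with dim probe sets can be understated.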

Other observations

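The lists of this part, and the tests of level-matched lists, of interferon genes, of dilution by cells that kept Zfp322a and of other splits of the arrays, were chosen after the main results were seen. Level-matched lists were chosen in place of quantile normalization, which was run later, and a second test of dilution was chosen once the first had not decided. Genes of cholesterol biosynthesis fell together in Zfp322a RNAi cells: Pmvk (-1.28 ± 0.08), Dhcr7 (-0.88 ± 0.07) and Fdft1 (-0.77 ± 0.07), Sqle (-0.68 ± 0.07) and Hmgcs1 (-0.57 ± 0.07) were among 14 of 18 that fell, 0 rose and 4 did not pass (1 higher and 14 lower adjusted over the list alone; camera adjusted p = 3.09e-06 over 5 lists, adjusted p = 0.342 with an estimated correlation). Beside Id2 (3.16) and Id3 (2.39), other genes that respond to BMP and SMAD signals rose, namely Id1 (1.93 ± 0.07), Msx2 (1.33 ± 0.12), Dusp9 (1.06 ± 0.07), Bambi (0.52 ± 0.07) and Id4 (0.51 ± 0.07), while Smad7 (-0.47 ± 0.08) and the ligand gene Bmp4 (-1.03 ± 0.07) fell. Of 16 such targets, 5 rose, 1 fell and 10 did not pass the test (5 higher and 1 lower adjusted over the list alone), and the list did not pass (camera adjusted p = 0.0856). Meg3 (-1.12), Rian (-0.93) and Mirg (-1.04), noncoding transcripts of the imprinted Dlk1-Meg3 region that are expressed from the maternal copy, fell, whereas the change of Dlk1, singled out after its value was seen, was -0.01 ± 0.08 (adjusted p = 0.912 with limma).

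The rise of stress-response genes could be technical or could follow from a known stress. The 81 genes of the integrated stress, heat shock and p53 lists had a median change of 0.28, and 0% of 10000 random lists matched on level reached it (highest 0.14), which argues against a level-dependent bias between arrays. Oxidative stress through NRF2 would raise its targets, of which, with Hmox1 (2.45) left out because its rise had been seen and Slc7a11 (0.01) left out too, 10.5% rose (2 rose, 7 fell and 10 did not pass the test, of 19; 3 higher and 11 lower adjusted over the list alone; camera adjusted p = 0.0496, lower, adjusted p = 0.604 with an estimated correlation), and an impaired proteasome would raise its subunits, of which 3.12% rose (1 rose, 8 fell and 23 did not pass the test, of 32; 1 higher and 8 lower adjusted over the list alone; camera adjusted p = 0.0308, lower, adjusted p = 0.604 with an estimated correlation); both values argue against these explanations. Quantile normalization, the first test chosen, left the median of called stress genes at 96.6% of its value. Only called genes were read for that median. The step moved other calls: 5426 genes passed the adjusted p with limma, 4987 of them shared with the main call. The interferon and germline calls ended. The stress lists still passed camera (adjusted p = 1.50e-06 for p53 targets, 3.46e-06 for integrated stress and 0.00168 for heat shock genes). These values argue against differences in array quantiles left after RMA as the source of the rise. An effect of RMA's own normalization cannot be read, because probe intensities were not used. An interferon response to the hairpin would raise interferon genes, if these cells can mount one. Of these genes 6.06% rose, fewer than fell. Whether the cells can mount such a response was not tested, so that this share cannot decide. A response to the loss of Zfp322a stays open as a hypothesis, and so does an effect of the hairpin on other transcripts, because the control vector and the knock-down plasmid were the 2 groups compared.

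The fall of glycolysis genes was not matched by any of 10000 random lists of the same levels (0% had a median as low as -0.68; the lowest was -0.30), which argues against a level-dependent bias. Lower HIF activity would lower HIF targets outside glycolysis as well: 30.4% of 23 fell, with Egln1 (-1.40 ± 0.09) and Egln3 (-1.10 ± 0.07) and Plod1 (-0.51 ± 0.08) among them, while Kdm3a (0.97 ± 0.07) and Wsb1 (0.51 ± 0.12) rose (4 rose, 7 fell and 12 did not pass the test; 7 higher and 9 lower adjusted over the list alone; camera adjusted p = 0.593). Quantile normalization left the median of called glycolysis genes at 102% of its value. The whole glycolysis list still passed camera after this step (adjusted p = 7.46e-07), though the step moved other calls. Both values argue against differences in array quantiles left after RMA as the source of the fall. An effect of RMA's own normalization cannot be read from them, because probe intensities were not used. That share of HIF targets lay between the bounds set before these values were seen (25% and 50%), so that lower HIF activity and other explanations cannot be told apart with these targets, which went both ways; Bnip3 (-1.56), also hypoxia-inducible, was left out of the targets because its fall had been seen, and an effect of Zfp322a depletion without HIF was not tested.

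The lack of a detected difference in Pou5f1, Nanog, Sox2 and Zfp42 could come from probe sets near saturation, but 21 of the 257 genes at least as bright as Pou5f1 fell past the adjusted p with limma, among them Pttg1 (-0.80 ± 0.07), Pgk1 (-0.68 ± 0.07) and Tdgf1 (-0.59 ± 0.07). It could also come from cells that kept Zfp322a, which would bound every fall by that of Zfp322a: 1 gene, Aldoc (-1.82), fell further than the probe set used by over 2 standard errors but 0 fell further than the other probe set (a dimmer probe set of Rian fell by 2, further than both), so that this first test of dilution cannot tell. In a second test, at most 45.8% of cells could have kept it, from the upper confidence limit of the probe set that fell least, and the lower limits of the 4 genes then leave at least 73.2% of the control level in the remaining cells. The saturation count argues against probe sets that can no longer fall, and the second test against a fall by 50% or more hidden by dilution; a smaller fall, or one read only in part, stays open.

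The 4 arrays can be split into 2 and 2 in only 3 ways, too few for a share under 0.05; the real split, 1 of the 3, gave 5163 genes past an adjusted p of 0.05 with limma, and the highest of the others gave 0 (67 and 78 genes at an unadjusted p under 0.05). A mixed split carries the group difference in its residual, so that a low count there is expected.

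The gene counts at 1.5-fold here were 919 higher and 582 lower. Both are lower than the values quoted from the study above. With any probe set of a gene past 1.5-fold, they were 1447 higher and 835 lower, so that the gap depends on how probe sets are joined. On the arrays the ratio of knock-down to control was 2.68 for Gata6, 1.41 for Foxa2, 1.25 for Sox17 (2.37 on a dimmer probe set), 0.993 for Cdx2, 1.02 for Fgf5, 0.979 for Hand1 and 1.02 for Nkx2-5. These are lower than the qPCR values quoted above, which come from another assay. The probe sets of Cdx2 and Fgf5 were dim (mean log2 values 5.28 and 5.24 in control cells), and a rise from below background can be missed on such probe sets. Those of Hand1 and Nkx2-5 (6.46 and 6.88 in control cells) lay above the array medians of 6.07 to 6.11, and no difference was detected for them either. No difference was detected here for Pou5f1, Nanog, Sox2 and Zfp42, unlike the qPCR result quoted above. The study also reported lower protein of these genes, and similar results in another mES cell line. It further reported lower reporter activity from a Pou5f1 enhancer and the Nanog promoter. Protein and reporter activity are not measured by these arrays.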
